A study of Bos taurus with 8 samples.

How the data were processed

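RNA sequencing was carried out on bovine embryos at the 4-cell and the 8-cell stage, from control embryos and from embryos edited in RPL12, the gene of a protein of the large ribosomal subunit. Per the labels' protocols, oocytes from abattoir ovaries were matured and fertilised in vitro, and zygotes to be edited were injected in the cytoplasm with PEmax and a guide RNA. PEmax is an optimised prime editor, a Cas9 nickase fused to a reverse transcriptase that writes a change encoded in its guide RNA. The labels name the edit A148G without saying from where position is counted. The sample titles speak of base editing whereas the protocol speaks of prime editing. The source name of the 4-cell samples is oocytes whereas their titles say 4-cell embryo, and the titles were followed. The labels do not say whether control embryos were injected, whether cumulus cells were removed before collection, or what share of the alleles was edited. Each library was made from a pool of 5 embryos, and per the labels' protocols polyadenylated RNA was amplified as full-length cDNA with a SMART-Seq kit and made into libraries by tagmentation with a Nextera XT kit. The 8 libraries fall into 4 groups of 2.

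The deposited table holds 16606 genes by symbol in 12 columns. Of these, 8 columns carry the library names of the samples, and the other 4 match no sample given here and were used in no step. By their names, these 4 columns stand for a further library of each group. Why they are not among the samples was not established, and the spread between libraries was estimated without them. The deposited values are CPM (reads per 1000000 reads) and not the raw read counts that the table is named for: the values are not whole numbers and the columns sum to between 992528 and 1007024. In each of the 8 columns, 100% of the positive values are whole multiples, within 0.05 reads, of a single step per library, which lies between 0.0286 and 0.0300 CPM. The deposited CPM are thus whole reads per gene divided by an effective library size, and the scaling factor between that size and the column's own number of reads lies between 0.993 and 1.008. The aligner, the counting program, the genome build, the annotation and any filter used by the authors are not stated in the labels or in the header. The reads recovered from the steps number 33527531 to 35122409 per library, so that 3 reads correspond to 0.0858 to 0.0899 CPM. At this depth counting error is small for the genes named in the report, except KLF17, which had at most 3 reads in each 4-cell control library. Reads from amplified cDNA without molecular identifiers are not independent molecules.

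The tests were planned for raw counts, before the data were examined, as edgeR's quasi-likelihood test. Because the deposited unit is CPM, the main test became limma (version 3.58.1, R 4.3.3) with an intensity trend on log2(CPM + 1), over the 12129 genes with a mean of at least 1 CPM in the 8 libraries. The pseudocount, this filter and limma's settings were chosen after the unit was known and were then kept. A log2 fold change is thus on the log2(CPM + 1) scale and understates the change of weakly expressed genes. The model had 1 mean per group and used all 8 libraries, which share an estimate of the spread. Contrasts were edited against control at each stage, the same averaged over both stages, the difference of that effect between stages (the 8-cell effect minus the 4-cell effect), and 8-cell against 4-cell within control and within edited embryos. P-values were adjusted over genes by the Benjamini-Hochberg method and genes were called at an adjusted p-value under 0.05. The test as first planned, edgeR 4.0.16 on the recovered reads with TMM factors and its own expression filter (14629 genes), was run as an added alternative, and DESeq2 1.42.0 on the recovered reads was planned from the start.

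The 5 gene lists were written before the data were examined: cytosolic ribosomal proteins without RPL12 (75 genes tested of 78 listed), m6A machinery (24 of 25), p53 targets (26 of 34), oocyte-specific transcripts (33 of 40) and transcripts activated at the 8-cell stage (8 of 24, with 13 in the table). Each list was tested by limma's camera, a competitive test against all other genes, with an inter-gene correlation of 0.01, and p-values were adjusted over the 12 tests. Genes are named in the report by a rule written before the data were examined. RPL12 is always named. For each comparison of 2 groups the rule took the 3 genes with the smallest p-values in each direction, among called genes with a symbol, with groups that do not overlap and with a mean of at least 10 CPM. It took up to 3 called members per list by smallest p-value. Marker lists in the closing section were written later, after the first named genes had been seen and before the values of the listed genes were looked at.

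Sample titles number the libraries of every group 1 and 2, and the possible pairing of libraries comes from these numbers alone. The titles do not say what a number stands for. The library names give the letter D to every replicate 2, and A, B or C to replicate 1. A fit with the replicate number as a block was planned. Whether same-numbered libraries deviate together was checked by the correlation, across genes, of their deviations from the group means. That correlation was 0.11 between the edited and control groups at the 4-cell stage, -0.09 at the 8-cell stage, -0.30 between the stages in control embryos and 0.02 between the stages in edited embryos. Because of the value in control embryos, a block with the numbers of the 8-cell control libraries crossed was added. The crossing was chosen from the deviations and not from the labels, which favours a smaller spread and more calls in advance.

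Other settings chosen before the data were examined were edgeR's RLE factors, library size alone, no filter (16586 genes with at least 1 read), a mean of at least 50 reads (11483 genes), only the libraries compared, the replicate block, each library left out in turn, DESeq2, a 2-fold threshold, an adjusted p-value under 0.1, limma's fry test and an inter-gene correlation estimated per list. Settings chosen after seeing the data were TMM factors, pseudocounts of 0.1 and 5 CPM, the crossed block, and a covariate of cumulus and granulosa marker level. edgeR's test was first planned as the main test, and its use as an alternative was decided after seeing the data.

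The tests were first run on 5 simulated data sets, with counts drawn from the real means and library sizes. In the 4-cell edited libraries 200 genes were changed either 2-fold or 4-fold. A further 75 genes were lowered 1.5-fold there, and calls among them were not counted as false. In the 4-cell comparison limma recovered 41.5% of the 200 genes at an adjusted p-value under 0.05, with 12.2% at 2-fold and 73.2% at 4-fold. Of its calls in that comparison 9.57% were false, above the nominal rate, against 8.89% for edgeR and 22.0% for DESeq2. Gene spans and symbols were taken from the RefSeq annotation of ARS-UCD2.0, in which 16571 of the 16606 symbols were found. The deposited table names no build, so no coordinates are given. GC content, transcript length and reads shared with processed pseudogenes were not analysed here. Figures were drawn with matplotlib 3.10.9.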

Results

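Transcript levels were measured in 8 libraries from bovine embryos, each from a pool of 5. The 4 groups were control and RPL12-edited embryos at the 4-cell and at the 8-cell stage, with 2 libraries in each. Between 33527531 and 35122409 reads were assigned to genes per library, and between 14763 and 15438 of the 16606 genes had at least 1 read. Libraries of a group correlated across the tested genes with a Pearson r of 0.971 to 0.978 on the log2 scale. Their read counts differed by more than sampling noise, with a chi-square per degree of freedom from 42.4 to 132, so none was treated as a repeat deposit of another. That they come from separate pools rests on the sample labels. The 10 most abundant genes took 8.47% and 7.74% of the reads in the 4-cell control libraries, and between 10.8% and 14.8% in the other 6. BTG4 was the most abundant gene in 7 libraries, with up to 3.77% of the reads, and TMSB4X in the first 4-cell control library, with 1.63%.

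The first principal component held 69.1% of the variance and separated edited from control libraries. The 4-cell control libraries lay at -94.5 and -73.4 on it, the 8-cell control libraries at -7.73 and -35.3, the 4-cell edited libraries at 48.7 and 37.2, and the 8-cell edited libraries at 62.2 and 62.8. The second component held 11.4% of the variance. On it the 4-cell edited libraries lay at 17.3 and 44.9 and the 8-cell edited libraries at -33.0 and -26.3.

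**Figure D1:**
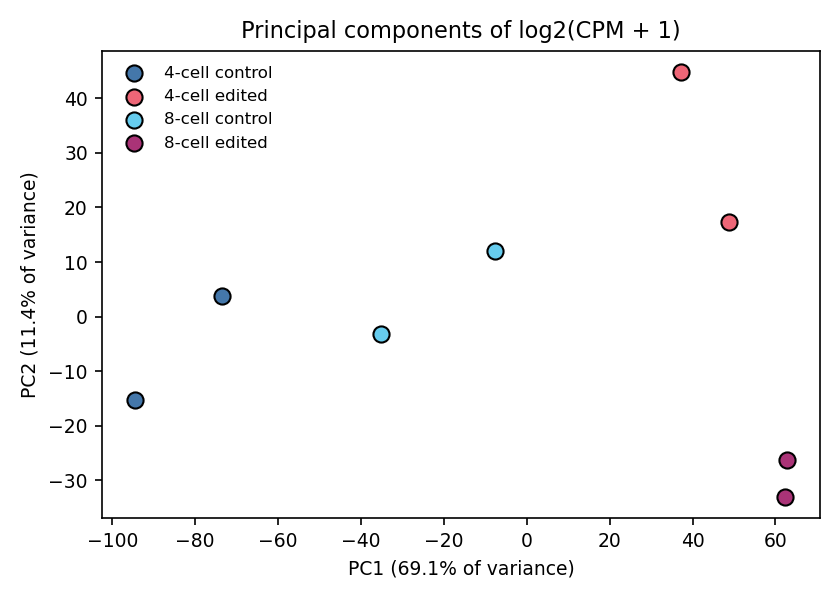
Principal components of log2(CPM + 1) over the 12129 tested genes, with 1 point per library, coloured by group; the axes give component scores and the share of variance held. All 4 control libraries have negative scores on the first component and all 4 edited libraries have scores of 37.2 or more.

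The level of RPL12 itself was examined first, since it is the edited gene. At the 4-cell stage RPL12 stood at 30.5 ± 4.33 CPM (SD, n = 2) in edited embryos and at 167 ± 10.2 CPM (SD, n = 2) in controls. The log2 fold change was -2.41 (SE 0.245), with an adjusted p-value of 2.36e-06 by limma. At the 8-cell stage it stood at 12.98 ± 1.59 CPM (SD, n = 2) in edited embryos and at 96.9 ± 0.942 CPM (SD, n = 2) in controls, a log2 fold change of -2.81 (SE 0.245, limma adjusted p-value 2.99e-06). RPL12 was lower in 4 of 4 edited libraries than in every control library. The effects at the 2 stages did not differ beyond the spread between libraries (difference -0.40, SE 0.347, limma p-value 0.267, adjusted 0.521). Same-numbered libraries at the 4-cell stage had deviations that correlated at 0.11, and with the replicate number as a block the 4-cell log2 fold change was unchanged at -2.41, with an adjusted p-value of 1.06e-06. The alternative that moved the 4-cell value most was a covariate of cumulus and granulosa marker transcripts, which were also lower in edited embryos. With it the log2 fold change was -2.06 and the adjusted p-value 0.0638. Reads of RPL12 and of the other ribosomal protein genes are uncertain to the extent that the authors' counting could split them with processed pseudogenes.

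**Figure D2:**
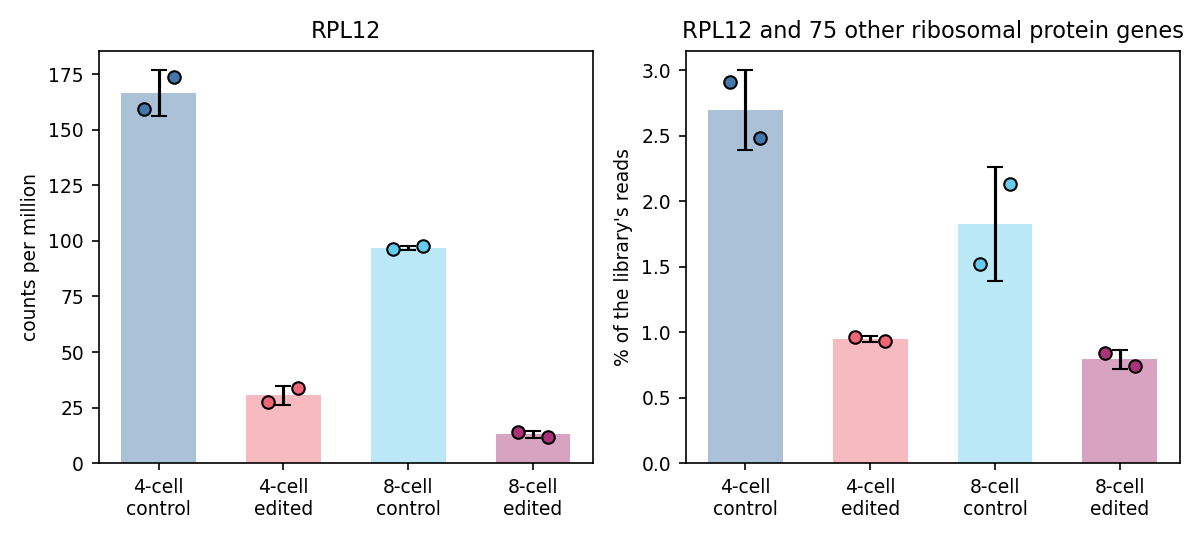
Left, RPL12 in CPM; right, the percentage of each library's reads assigned to RPL12 and 75 other cytosolic ribosomal protein genes. Points are single libraries, bars are group means and error bars are the SD (n = 2). RPL12 is at or below 33.6 CPM in every edited library and at or above 96.3 CPM in every control library, and the ribosomal protein share is below 1% in every edited library.

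The effect of editing on the transcriptome was tested at each stage. At the 4-cell stage 5419 of 12129 genes differed between edited and control embryos at an adjusted p-value under 0.05, of which 2288 were higher and 3131 lower in edited embryos. With the replicate block, where same-numbered libraries correlated at 0.11, 5224 genes were called. The alternative that moved this count most was the covariate of marker transcripts, under which 184 genes were called and 2265 had an unadjusted p-value under 0.05.

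Among the genes higher at the 4-cell stage, OOSP2 stood at 6432 ± 335 CPM in edited embryos against 931 ± 364 CPM in controls (log2 fold change 2.84, SE 0.257). ANKRD40CL stood at 163 ± 26.01 against 27.3 ± 7.85 CPM and NUDT4 at 127 ± 2.73 against 24.7 ± 4.37 CPM, with log2 fold changes of 2.55 and 2.32. The adjusted p-values of these 3 genes lay between 1.20e-06 and 3.14e-06 by limma. Among the genes lower, IFI27 stood at 111.6 ± 18.2 CPM in edited embryos against 3226 ± 1001 CPM in controls (log2 fold change -4.82, SE 0.263, limma adjusted p-value 4.98e-08). TMEM176B stood at 27.9 ± 6.39 against 672 ± 143 CPM and UPK1B at 20.5 ± 1.77 against 305 ± 36.5 CPM, with log2 fold changes of -4.54 and -3.83. Each mean is over 2 libraries, with the SD.

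At the 8-cell stage 1895 genes differed, of which 131 were higher and 1764 lower in edited embryos. Other settings called from 5 genes higher, with the covariate of marker transcripts, to 312, when only the libraries compared were fitted. edgeR called 96 higher and DESeq2 263. RGS16 stood at 332 ± 43.9 CPM in edited embryos against 123 ± 20.7 CPM in controls (log2 fold change 1.43, SE 0.249, limma adjusted p-value 0.000636). RASL11A stood at 291 ± 68.4 against 108 ± 16.7 CPM and CCL25 at 354 ± 18.3 against 156 ± 13.4 CPM, with log2 fold changes of 1.41 and 1.18. Among the genes lower, ISG15 stood at 28.9 ± 9.54 CPM in edited embryos against 521 ± 196 CPM in controls (log2 fold change -4.11, SE 0.315, limma adjusted p-value 2.40e-06). MX1 stood at 16.5 ± 2.90 against 219 ± 68.8 CPM and THBS1 at 11.95 ± 0.637 against 121 ± 15.1 CPM, with log2 fold changes of -3.62 and -3.23. IFI27, ISG15 and MX1 are interferon-stimulated genes, and other transcripts of that kind were lower in edited embryos too (18 of 20 called lower at each stage). These means are again over 2 libraries with the SD.

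The stages were then compared for the same effect. Of the genes called at the 4-cell and at the 8-cell stage 1569 were shared, where 847 would be shared by chance, and 1558 of them changed in the same direction (48 higher and 1510 lower). Across the 12129 genes, which are not independent replicates, the changes at the 2 stages correlated with a Pearson r of 0.721 and a Spearman rho of 0.625. This was 1 of 4 such relations computed. Averaged over both stages 5437 genes differed (2136 higher, 3301 lower), and 2668 of them changed at least 2-fold. The effect of editing itself differed between stages for 480 genes at an adjusted p-value under 0.05. With the replicate block, where same-numbered libraries correlated at 0.11 and -0.09 at the 2 stages, the averaged comparison called 5235 genes and the difference between stages 386. With the numbers of the 8-cell control libraries crossed these counts were 5767 and 864, but that crossing was chosen from the deviations, which favours more calls. The count for the difference between stages depended on the test: edgeR's quasi-likelihood test on the recovered reads called 18 genes, and limma without a filter on low values called 0, with 2993 genes at an unadjusted p-value under 0.05.

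**Figure D3:**
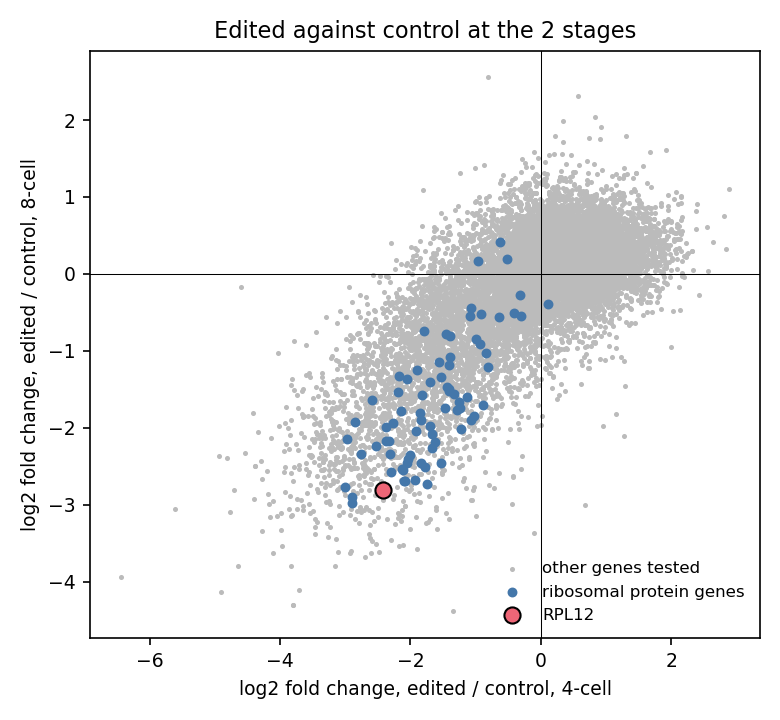
Each point is a gene, with the log2 fold change of edited against control embryos at the 4-cell stage on the horizontal axis and at the 8-cell stage on the vertical axis; ribosomal protein genes and RPL12 are coloured. The changes correlate with a Pearson r of 0.721 across genes, and the ribosomal protein genes have medians of -1.67 and -1.74, below 0 on both axes.

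Stage was compared within each condition. In control embryos 1094 genes differed between the 8-cell and the 4-cell stage (334 higher, 760 lower at the 8-cell stage). Same-numbered control libraries deviated in opposite directions (correlation -0.30). The replicate block called 985 genes and the crossed block, which was chosen from these deviations and so favours more calls, 1690. The count fell to 161 when only the 4 control libraries were fitted, to 86 with edgeR and to 1 without a filter on low values, where 3755 genes had an unadjusted p-value under 0.05. The 4-cell control libraries also enter the comparison with 4-cell edited embryos, and 1044 of these 1094 genes were called there in the same direction.

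Of the genes higher at the 8-cell stage in controls, OOSP2 rose from 931 ± 364 to 2532 ± 409 CPM (log2 fold change 1.49, SE 0.257, limma adjusted p-value 0.00904), ANKRD40CL from 27.3 ± 7.85 to 81.0 ± 2.10 CPM and DEUP1 from 9.67 ± 2.27 to 38.8 ± 7.83 CPM. Of those lower, ACTB stood at 4420 ± 574 CPM at the 4-cell and 1156 ± 325 CPM at the 8-cell stage (log2 fold change -1.96, SE 0.230, limma adjusted p-value 0.00137). UPK1B went from 305 ± 36.5 to 78.3 ± 16.7 CPM and IFI27 from 3226 ± 1001 to 802 ± 232 CPM. The adjusted p-values of these 6 genes rose above 0.05 when no filter on low values was applied.

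In edited embryos 628 genes differed between the stages (176 higher, 452 lower at the 8-cell stage), and 123 of them were among the 1094 of controls, where 56.6 would be shared by chance. Of the shared genes 102 changed in the same direction. The stage changes in control and edited embryos correlated with a Pearson r of 0.157 across genes. SUPT4H1 rose from 31.3 ± 4.20 to 165 ± 50.5 CPM (log2 fold change 2.33, SE 0.275, limma adjusted p-value 0.000542), CLK3 from 69.7 ± 4.47 to 204 ± 19.1 CPM and TAC3 from 9.35 ± 0.999 to 41.8 ± 4.38 CPM. ALDH1A1 went from 117 ± 35.05 to 17.9 ± 3.65 CPM (log2 fold change -2.62, SE 0.308, limma adjusted p-value 0.000542), MMD from 208 ± 48.4 to 55.8 ± 1.55 CPM and THBS1 from 52.5 ± 10.0 to 11.95 ± 0.637 CPM. The count was 17 without a filter on low values, 324 with edgeR and 1149 when only the 4 edited libraries were fitted.

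Because RPL12 encodes a ribosomal protein, the other ribosomal protein transcripts were tested as a list. The median log2 fold change of the 75 genes was -1.67 at the 4-cell stage (camera adjusted p-value 2.32e-21) and -1.74 at the 8-cell stage (camera adjusted p-value 6.90e-37). Lower values in edited embryos were seen for 74 and 72 of the 75 genes, and 67 and 62 were called lower over all genes tested (70 and 68 with adjustment over the list alone). None was called higher. With the replicate block, at a same-number correlation of 0.11, the adjusted p-value at the 4-cell stage was 2.03e-21. The alternative that changed these calls was camera with the inter-gene correlation estimated from the data, under which the adjusted p-values were 0.256 and 0.243 with the medians unchanged. The direction held under each scaling tried. The list and RPL12 together took 2.91% and 2.48% of the reads in 4-cell control libraries, 0.966% and 0.932% in 4-cell edited, 1.52% and 2.13% in 8-cell control, and 0.842% and 0.742% in 8-cell edited libraries. RPL3 had a log2 fold change of -2.85 at the 4-cell stage (84.1 ± 14.4 against 608 ± 43.3 CPM). At the 8-cell stage RPL18 had one of -2.90 (45.5 ± 1.07 against 354 ± 108 CPM) and RPS3A one of -2.69 (107 ± 22.0 against 693 ± 14.8 CPM). At the 4-cell stage 8 of the 75 genes (10.7%) fell as much as RPL12 or more, and at the 8-cell stage 2 of 75 (2.67%). The list's effect did not differ between stages (median difference -0.04, camera p-value 0.814).

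The series concerns m6A, a methyl mark on RNA, and the 24 genes of its writers, erasers and readers were tested as a list. Their median log2 fold change was 0.50 at the 4-cell stage (camera adjusted p-value 0.130) and -0.06 at the 8-cell stage (camera adjusted p-value 0.447), so neither passed. The replicate block gave 0.133 at the 4-cell stage, where same-numbered libraries correlated at 0.11. Single genes changed in both directions at the 4-cell stage, with 9 called higher and 4 lower over all genes tested (10 and 4 over the list alone). YTHDF2 stood at 30.9 ± 1.63 CPM in edited embryos against 107 ± 8.58 CPM in controls (log2 fold change -1.76, SE 0.241, limma adjusted p-value 3.37e-05). HNRNPA2B1 stood at 131 ± 4.63 against 391 ± 32.2 CPM and IGF2BP3 at 493 ± 38.1 against 183 ± 43.4 CPM, with log2 fold changes of -1.57 and 1.44.

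The 26 p53 targets had medians of 0.15 and 0.08 at the 2 stages (camera adjusted p-values 0.470 and 0.470). With the block, at a same-number correlation of 0.11, the 4-cell value was 0.487. At the 4-cell stage 8 were called higher and 5 lower (8 and 6 over the list alone), and at the 8-cell stage 0 higher and 3 lower (2 and 3 over the list alone). TP53INP1 stood at 305 ± 13.1 CPM in edited against 80.2 ± 11.5 CPM in control embryos at the 4-cell stage, and FDXR at 3.05 ± 1.70 against 41.4 ± 4.62 CPM, with log2 fold changes of 1.92 and -3.45. BTG1 stood at 9.77 ± 0.968 against 35.98 ± 3.64 CPM at the 8-cell stage (log2 fold change -1.78).

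Oocyte-specific transcripts, which are stored in the egg, were higher in edited embryos by a median log2 fold change of 0.50 at the 4-cell stage (camera adjusted p-value 0.00147) and 0.40 at the 8-cell stage (camera adjusted p-value 1.79e-06). In controls they were higher at the 8-cell than at the 4-cell stage by 0.45 (camera adjusted p-value 1.79e-06). The replicate block gave 0.00153 for the 4-cell comparison, with a same-number correlation of 0.11, and 3.40e-06 for the control stage comparison, with one of -0.30. With the inter-gene correlation estimated from the data none of the 3 passed (adjusted p-values 0.202 to 0.243). Called over all genes tested were 13 higher and 1 lower at the 4-cell stage (the same numbers over the list alone), 3 higher at the 8-cell stage (0 over the list alone) and 5 higher between stages in controls (11 over the list alone). CNOT6L stood at 328 ± 13.8 CPM in edited against 77.3 ± 35.1 CPM in control embryos at the 4-cell stage and DPPA3 at 5483 ± 862 against 1489 ± 669 CPM, with log2 fold changes of 2.14 and 1.95.

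Only 8 of the transcripts listed as activated at the 8-cell stage reached the filter. Their median log2 fold change between edited and control embryos was 0.13 at the 4-cell stage (camera adjusted p-value 0.818) and 0.40 at the 8-cell stage (camera adjusted p-value 0.428), and it was 0.61 between stages in controls (camera adjusted p-value 0.0806). With the block these were 0.804 at the 4-cell stage, with a same-number correlation of 0.11, and 0.0587 between stages in controls, with one of -0.30. None of the 3 passed. KLF4 stood at 14.3 ± 0.566 CPM in edited against 2.29 ± 0.372 CPM in control embryos at the 4-cell stage and EIF1AX at 139 ± 2.15 against 364 ± 98.7 CPM (log2 fold changes 2.23 and -1.35). KLF17 had at most 3 reads in both 4-cell control libraries and 2.59 ± 0.783 CPM in 8-cell controls, at least 28.9-fold higher than 3 reads.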

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

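The tests below were chosen after the number of genes was known; that with 1 control library at each stage was added after the ratio with the 4-cell control libraries left out had been seen, and that on marker transcripts after the marker values had been seen. The edited-against-control effect differed between the 2 stages: limma's test of the difference itself called 480 genes at an adjusted p-value under 0.05. Of these 237 had a more positive change at the 8-cell stage and 243 a more negative one, 441 (91.9%) had the larger change at the 4-cell stage, and 212 changed in opposite directions at the 2 stages. Over all tested genes the SD of the log2 fold change was 1.18 at the 4-cell and 0.835 at the 8-cell stage.

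Of the called genes 6.04% were among the most weakly expressed of 3 equal parts of the tested genes. The log2(CPM + 1) scale and the intensity trend leave few calls there whatever the cause, so this share alone does not decide on noise in weak genes. With a pseudocount of 5 CPM, which damps weak genes, 576 genes were called, 473 of them among the 480, so most of the calls do not rest on weak genes. Without either 4-cell control library the spread of the 4-cell changes was at least 1.32 times that of the 8-cell changes, but this sets 1 control library against 2, which widens the 4-cell spread. With 1 control library at each stage the smallest of 4 such ratios was 1.16, so the 4-cell spread stayed the larger whichever 4-cell control library was left out. How far this ratio varies when effects are equal was not computed. A single aberrant 4-cell control library as a source of part of the larger spread is thus not excluded. The count depended on the model and the filter. edgeR's quasi-likelihood test on the recovered reads called 18 genes, 17 of them among the 480, and limma without a filter on low values called 0, with 2993 genes at an unadjusted p-value under 0.05. In simulations with 2 libraries per group 9.57% of limma's calls in the 4-cell comparison were false. False calls for the difference between stages were not counted there, so the false share of the 480 is not known.

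A larger effect of editing at the 4-cell stage is a hypothesis that these tests leave open. Whether a share of RNA from other cells that is higher in 4-cell than in 8-cell controls contributes was not settled, and the difference cannot be told apart from it. Over the cumulus and granulosa markers the median of the 8-cell minus the 4-cell change was 0.11, too small to decide. Their list medians were -1.11 at the 4-cell and -1.16 at the 8-cell stage, and those of mesenchymal and matrix transcripts -2.12 and -2.27. Such ratios of edited to control levels do not measure how large the share was, so they do not go against it. For such a share, between stages in controls the medians of these lists were -0.36 (percentile 6.83) and -0.99 (percentile 0). The cumulus and granulosa markers summed to 1546 and 1263 CPM in the 4-cell controls and to 572 and 847 CPM in the 8-cell controls. In the edited libraries of both stages the sums lay between 446 and 488 CPM. With the marker level as a covariate 143 genes were called, but only 13.8% of the variance of that level lay within groups and calls fell in each comparison, so this count bears on neither side. GC content and reads shared between gene copies were not analysed here.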

How the results depend on the processing

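RPL12 was lower in edited embryos under each setting tried, with log2 fold changes from -2.56 to -2.06 at the 4-cell and from -2.93 to -2.51 at the 8-cell stage. It passed the threshold wherever a test was made, except at the 4-cell stage with the marker covariate (-2.06, adjusted p-value 0.0638; range over the settings 5.83e-18 to 0.0638). The median of the other ribosomal protein transcripts stayed below 0 under each setting tried, from -1.90 to -1.20 and from -1.98 to -1.25. The direction of the oocyte-specific list also held in its 3 comparisons.

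Camera with the inter-gene correlation estimated from the data in place of 0.01 left no list past the threshold: ribosomal proteins -1.67 (adjusted p-value 0.256, range over the settings 2.07e-25 to 0.256) and -1.74 (0.243, 2.92e-48 to 0.243), oocyte-specific transcripts 0.50 (0.243, 0.000228 to 0.243), 0.40 (0.202, 2.14e-07 to 0.202) and, between stages in controls, 0.45 (0.202, 7.11e-07 to 0.202). Under fry, which does not use that setting, all 5 of these passed (0.00934 for ribosomal proteins at both stages, and 0.0164, 0.0292 and 0.0181 for the oocyte-specific comparisons in the same order). Fry asks whether the genes of a list change at all, whereas camera asks whether they change more than other genes. A pass under fry thus does not show that a list stands apart from other genes. Transcripts activated at the 8-cell stage passed between stages in controls under fry (0.61, adjusted p-value 0.00934), under edgeR (1.25, 0.0111) and when either 8-cell edited library was left out, with a range over the settings of 0.00934 to 0.298.

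Counts of genes moved more. Without a filter on low values the difference between stages gave 0 genes (2993 at an unadjusted p-value under 0.05), stage in controls 1 and stage in edited embryos 17. Fitting only the libraries compared gave 161 and 1149 for the stage comparisons. DESeq2 gave 1101, 1692 and 1299 for the difference, stage in controls and stage in edited embryos. In simulations 22.0% of its calls in the 4-cell comparison were false. edgeR gave 18, 86 and 324. An adjusted p-value under 0.1 gave 1241, 2392 and 1182. Pseudocounts of 0.1 and 5 gave 595 and 1573 for stage in controls. A 2-fold threshold gave 2668 for the averaged comparison. With the marker covariate the counts were 184 (4-cell), 83 (8-cell), 101 (averaged), 143 (difference), 23 (stage in controls) and 247 (stage in edited embryos). Only 13.8% of the variance of the marker level lay within groups, so this covariate and the groups are hard to separate. Other causes of these shifts were not tested.

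Under the replicate block the 8-cell comparison called 1842 genes (correlation of same-numbered libraries -0.09) and stage in edited embryos 554 (correlation 0.02). The block's adjusted p-values at the 8-cell stage were 5.47e-07 for RPL12, 1.18e-37 for ribosomal proteins, 0.418 for m6A machinery, 0.494 for p53 targets, 3.90e-06 for oocyte-specific and 0.391 for 8-cell activated transcripts. With the 8-cell control numbers crossed, 864 genes were called for the difference and 1690 for stage in controls. The crossing was chosen from the deviations, so this rise was favoured in advance.

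Medians of lists that had not passed changed sign. At the 4-cell stage p53 targets went to -0.057 without a filter, and 8-cell activated transcripts to -0.060 without a filter, -0.13 with a mean of at least 50 reads, -0.0054 with a pseudocount of 5 and -0.56 with the marker covariate. The m6A machinery at the 8-cell stage went to 0.062 with the marker covariate. The cause was not tested.

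Each of 8 fits left out 1 library. Where that left an arm with 1 library no call was made, and the difference between stages has no count from these fits. Stage in edited embryos gave from 628 to 966 genes and stage in controls from 713 to 830. RPL12 at the 4-cell stage ranged from -2.56 to -2.27. The list medians ranged from -0.088 to 0.20 for p53 targets at the 4-cell and from -0.0026 to 0.16 at the 8-cell stage, from -0.17 to 0.028 for m6A machinery at the 8-cell stage, from 0.13 to 0.67 for oocyte-specific transcripts at the 4-cell stage, from 0.11 to 0.44 for 8-cell activated transcripts at the 8-cell stage and from 0.49 to 0.73 between stages in controls. Of the named genes' values under other settings 25 fell short of the threshold, 15 of them with the marker covariate (of 38), and 34 values with a library left out moved by more than the spread between libraries without changing sign.

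Scaling changed the split of calls. RLE factors gave 59.4% higher in place of 49.4% for the difference between stages, and 17.5% in place of 30.5% for stage in controls. With TMM factors these moved the other way, to 44.4% and 31.2%. At the 4-cell stage TMM factors gave 48.3% higher in place of 42.2%. TMM factors moved the median of all genes by at most 0.095 at the 4-cell stage, and edgeR moved that of the difference by -0.10. For genes at few reads, such as KLF17, the depth limits what can be said: 3 reads correspond to about 0.09 CPM.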

Other observations

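The tests on shared control libraries, on library size, on the share of reads of ribosomal protein genes and on the place of RPL12 among ribosomal protein transcripts were chosen only after the result they bear on was seen. The marker lists were prompted by named genes already seen.

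Edited and control libraries differed along a gene pattern that control embryos also showed between stages. The 8-cell edited-against-control change correlated across genes with the change of control embryos from the 4-cell to the 8-cell stage (Pearson r 0.548). The 8-cell control libraries enter these changes with opposite signs, so noise in them alone would give a value at or below 0. The 4-cell change correlated with the same control change at 0.867, and at 0.706 and 0.737 when each 4-cell control library was used in only 1 of the changes. A batch that follows the library letters was weighed by using different letters at each stage: the 4-cell change between the letter D libraries and the 8-cell change between the other letters correlated at 0.517, and the other way round at 0.731. Gene span did not account for the pattern, as the lowest correlation within any of 5 equal parts of the genes by annotated span was 0.448. Span was related to the change all the same: from the part with the shortest to that with the longest genes the median 4-cell log2 fold change went from -0.74 to 0.43, and the 8-cell one from -0.25 to 0.12. Library size did not separate the groups (ratio of mean reads, edited to control, 0.983), and without the 50 most abundant genes 5546 genes were called at the 4-cell stage. Of 8 splits of the libraries that part the same same-numbered pairs, 1, the real one, gave as many genes as the 5437 called in the comparison averaged over both stages. The other 7 gave between 0 and 480 genes, the 480 coming from the split with the labels exchanged at a single stage. With 8 splits the share cannot go under 0.125, so chance cannot be excluded by this count.

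A candidate explanation for part of this pattern is that control libraries held more RNA of cumulus or granulosa cells, the cells that surround the oocyte. The 17 markers of these cells that reached the filter had a median log2 change of -1.0 averaged over both stages, at percentile 0.28 among 10000 random lists matched on expression, with 13 of 17 lower in edited embryos. CYP11A1 stood at 8.93 ± 7.93 CPM in 4-cell edited and 214 ± 18.4 CPM in 4-cell control embryos (SD, n = 2), and HSD3B1 at 11.8 ± 8.44 and 283 ± 0.183 CPM. The 8-cell controls were uneven, at 80.9 ± 73.3 CPM for CYP11A1 and 108 ± 95.7 CPM for HSD3B1. The difference across genes between these 8-cell control libraries correlated at 0.425 with the 4-cell edited-against-control change, with which it shares no library. That test was chosen after their places on the first principal component and their marker levels had been seen. Of 13 transcripts of mesenchymal cells and matrix, 13 were lower at both stages, with medians of -2.12 and -2.27. VIM stood at 85.9 ± 29.2 CPM in 4-cell edited against 553 ± 41.9 CPM in 4-cell control embryos, and SPARC at 152 ± 50.1 against 961 ± 3.22 CPM.

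Some values go against a simple form of this explanation, in which every cumulus transcript falls with a median of -1.0. HAS2 was higher in 4-cell edited embryos (128 ± 5.47 against 39.8 ± 22.0 CPM), and so was GREM1 (8.17 ± 0.347 against 3.37 ± 0.0337 CPM). A comparison list of liver, muscle, nerve and pancreas markers, 6 of which reached the filter, had medians of 0.06 and 0.37 at the 2 stages. Markers of unrelated tissues need not fall under this explanation, so these medians do not go against it. APOA1, in that list, was lower in edited embryos as the cumulus markers were (83.7 ± 8.37 against 1510 ± 599 CPM at the 4-cell stage). A change of transcripts within the embryos, from the edit or from injection, remains possible and was not separated from RNA of other cells.

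For RPL12 the same explanation was tested with the mean marker level as a covariate. The 4-cell log2 fold change became -2.06 (SE 0.570) and the 8-cell one -2.52 (SE 0.494), against -2.41 and -2.81 without it. The adjusted p-values were 0.0638 and 0.0212. Only 13.8% of the variance of the marker level lay within groups. Most of a change could thus be kept even if other cells caused it. This fit does not separate RNA of other cells from an effect on RPL12. In the uneven 8-cell controls RPL12 stood at 96.3 and 97.6 CPM at mean marker levels of 3.41 and 4.09. RPL12 thus did not follow the level there. A 4-cell edited library at a level of 3.27 had 33.6 CPM. Both go against the explanation. For it, in each other group the library with the higher marker level had the higher RPL12 value. Each of these comparisons sets 1 library against another, so they do not decide. RPL12 also moved with its family: 10.7% of the other ribosomal protein transcripts fell as much or more at the 4-cell stage, and 2.67% at the 8-cell stage. At the 4-cell stage its fall thus cannot be told apart from that of ribosomal protein transcripts at large, while at the 8-cell stage it lay near the low end of them. Whether the edit acts on the RPL12 transcript itself is a hypothesis that these libraries do not settle, and the share of edited alleles was not analysed here.

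The median of the other ribosomal protein transcripts lay at percentile 0 of 10000 random lists matched on expression and gene span at the 4-cell stage and at percentile 0 at the 8-cell stage. Random lists had medians of -0.49 and -0.16. The list was also lower at the 8-cell than at the 4-cell stage in control embryos, without any edit, with a median of -0.65 at percentile 0.01. With the marker covariate the medians became -1.20 and -1.25 and the list still passed (camera adjusted p-values 1.76e-13 and 1.43e-28), with the same limit as for RPL12 on what a kept change shows. The fall may follow from the loss of RPL12, from a lower share of somatic RNA, in which ribosomal protein transcripts are abundant, or from both, and it cannot be told apart from the somatic share. Reads shared with pseudogene copies were not analysed here.

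Interferon-stimulated transcripts were lower in edited embryos. Were this a matter of the named genes only, other such transcripts would not stand apart, but a list of 20 others that reached the filter lay at percentile 0 of 10000 random lists matched on expression, averaged over both stages, with 19 of 20 lower. IFI6 stood at 530 ± 114 CPM in 4-cell edited and 6937 ± 3116 CPM in 4-cell control embryos. The edit, injection, culture and RNA of other cells were not told apart as sources of this difference.

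Oocyte-specific transcripts were higher at the 8-cell than at the 4-cell stage in control embryos, although stored transcripts decline as a rule as the embryo's own genome takes over. Their median lay at percentile 99.8 of lists matched on expression and gene span. After removal of the ribosomal protein genes and rescaling the median change was 0.44, but these genes took at most 2.91% of the reads of a library, so their removal could hardly move it. The fall of their share between a 4-cell and an 8-cell control library could raise other genes by at most 0.021 on the log2 scale, too little for the rise of 0.45. CPM are shares of a library, and a smaller share of RNA from other cells at the 8-cell stage may raise them (cumulus and granulosa marker median -0.36 between stages in controls, percentile 6.83). With the marker level as a covariate the change stayed at 0.36 (camera adjusted p-value 4.50e-05), against 0.45 without it. For edited against control embryos the medians of this list went from 0.50 to 0.18 at the 4-cell stage (camera adjusted p-value 0.0446) and from 0.40 to 0.31 at the 8-cell stage (0.00409). The limit on that covariate given for RPL12 applies to all 3. Poly(A) tail length, on which the capture of stored transcripts depends, was not analysed here.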
